A study of Petunia x hybrida with 7 samples.

How the data were processed

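Binding of PhDEF, a MADS-domain transcription factor that specifies petal identity in petunia, was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq). The material was whole petals, tube and limb together, of Petunia x hybrida cultivar R27 at flower stage 8. Plants were kept under 16 h of light at 22 °C and 8 h of darkness at 18 °C. Per the labels, chromatin was cross-linked first with disuccinimidyl glutarate at 2.5 mM for 1 h and then with formaldehyde at 1% for 5 min, sonicated, and precipitated with an antibody against PhDEF. The series holds 7 libraries, namely 2 immunoprecipitated libraries for each of 3 genotypes and 1 input library from wild-type petals. The input library has no list of its own among the files used here, and no separate input of wico or star was analysed here.

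The deposited data were 3 peak lists, 1 per genotype, without header lines. The name of each list carries the numbers of 2 libraries, and these match the library names in the labels of both replicates of a single genotype. Lists were assigned to genotypes on that basis alone. The aligner, the peak caller and the genome build are not given in the sources used here. Sequence names of the form HiC_scaffold_1 show a scaffolded assembly. Positions are given in that assembly, counted from 1. The 21 columns of each list follow the layout that the idr program writes when it compares the peaks of 2 replicates. The irreproducible discovery rate (IDR) is an estimate of the share of peaks, at a given rank or better, that are not reproducible between replicates. The list names also state that input was removed, without saying how.

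The meaning of each column used was checked against its values. The score deposited by the authors equals 125 times the negative base-2 logarithm of the global IDR, cut to a whole number and capped at 1000, in every row of the 3 lists. The −log10 global IDR deposited by the authors is capped at 5, and the largest global IDR in any list is 0.1 after rounding, so that each list had been filtered at that value. The deposited signal value of a peak is the sum of 2 signal values, 1 per replicate. What the peak caller's signal is relative to is not stated, so it is given without a unit and was used only to rank and describe peaks inside a list. The columns do not say which replicate is which, so they are called the first and the second replicate column. A further 7 columns per list, which hold peak positions in single replicates or repeat them, were not used. The p and q columns hold a single placeholder value throughout.

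Because each deposited peak already combines both replicates, there is 1 list per genotype and no replicate lists. Counts and shares of peaks therefore carry no replicate error, and no test between genotypes was made. Exact Clopper-Pearson intervals at 95% are given for shares. They cover counting error only, since peaks are not independent replicates of a genotype. The lists carry no read counts, so the sequencing depth behind them is unknown.

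Peaks of different lists were called overlapping when they shared at least 1 bp (bedtools 2.31.1, intersect). Overlap was compared with 1000 random placements of the other list's peaks, each kept on its own scaffold at its own width. The test was one-sided, and 0.001 is the smallest p that 1000 placements can give. Placements were made on the 7 long scaffolds, because the length of the others cannot be told from the lists. The length of a scaffold was taken as the largest peak end listed on it. Peaks were ranked inside their list by the summed signal value, which has no cap. This column was settled on after the lists were opened, because they are ordered by scaffold and not by any value. A percentile of 100 is the strongest peak of a list. Intervals of medians come from order statistics, and intervals of rank correlations from 2000 bootstrap resamples of peaks. Distances between summits leave out peaks whose deposited summit lies outside the listed interval. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The interval code was tested on simulated data with 3000 peaks per list, where it recovered 1200 of 1200 overlaps that had been placed. On the deposited lists it and bedtools differed on 0 peaks.

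The peaks named in the text were chosen by a rule set before the data were examined, as were the comparisons, the main definition of overlap and most alternatives. The ranking column that the rule uses was settled on later, as stated above. The rule takes the 3 strongest peaks of each list, the strongest wild-type peak of each sharing class, and the strongest wico and star peaks overlapped by neither other list. It also listed petal MADS-box and pigment genes to be reported if peaks could be paired with genes. The lists do not pair peaks with genes, and no genome or annotation was used here. The location of peaks relative to genes and the content of CArG boxes, the sequence bound by MADS-domain proteins, were therefore not analysed here. Alternatives covered the overlap definition (reciprocal overlap of at least 50%, centres at most 100 bp apart, gaps of at most 500 bp), the length of the lists (the upper 50% of each, equal lengths, a global IDR of at most 0.02), joining of peaks closer than 200 bp, the ranking column and the model of random placement.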

Results

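PhDEF binding was profiled in petals of the wild type and of 2 petunia chimeras in which the protein is missing from part of the tissue. In wico petals the epidermis is wild-type and the mesophyll carries a mutant phdef allele. In star petals the epidermis is mutant and the mesophyll is wild-type. The comparison of the lists asks which binding sites seen in the whole wild-type petal are also found when PhDEF is present in a single layer. Each genotype was represented by 2 immunoprecipitated libraries, which the authors had combined into a single list of reproducible peaks. The lists hold no replicate lists and no read counts, so peak numbers and shares are given without replicate error and the depth behind them is unknown.

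The wico list was the longest with 4276 peaks, which covered 1836.3 kb. The wild-type list held 3134 peaks covering 1481.8 kb, and the star list held 2216 peaks covering 953.0 kb. The order of the lists was the same at a global IDR of at most 0.02, where 2760 wico, 1771 wild-type and 1202 star peaks remained. The median peak width was 424.5 bp in the wild type, 386.5 bp in wico and 373.5 bp in star. Most peaks lay on 7 long scaffolds, which carried 85.7% of wild-type peaks (95% interval 84.5 to 86.9%), 86.3% of wico peaks (85.3 to 87.4%) and 80.4% of star peaks (78.7 to 82.0%). The share on the long scaffolds was thus lower in star than in the other two lists by more than counting error. Of the peaks on the long scaffolds, HiC_scaffold_4 carried the largest share in each list, with 19.2% in the wild type, 19.4% in wico and 18.0% in star.

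The agreement of the 2 replicates differed between the lists. Across the peaks of a list, the rank correlation of the 2 replicate columns was 0.77 in wico (95% bootstrap interval 0.75 to 0.78), 0.67 in the wild type (0.64 to 0.69) and 0.56 in star (0.53 to 0.59). These correlations run across peaks that had all passed the authors' reproducibility filter, and peaks are not independent replicates. Restricted to the upper 50% of each list, the correlations were lower, at 0.57 in wico, 0.43 in the wild type and 0.31 in star, in the same order. The signal values of the 2 wild-type replicates differed in level, and the first column was the higher one at 17.0% of peaks. The median log2 ratio of the first to the second column was -0.30 in the wild type (SD across peaks 0.34), 0.13 in wico (SD 0.30) and -0.14 in star (SD 0.34).

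**Figure D1:**
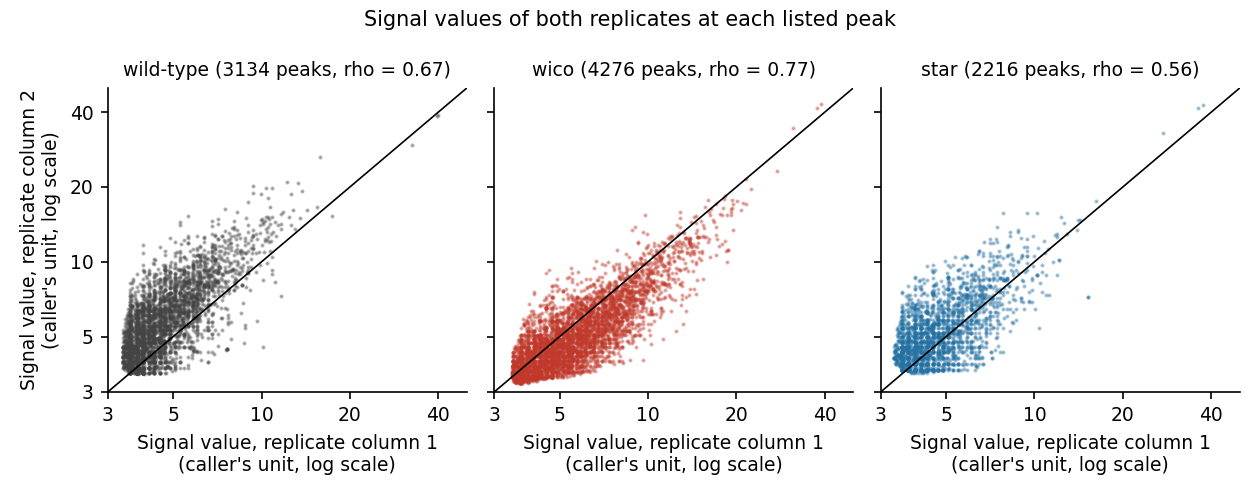
Signal value of each listed peak in the second replicate column (y axis) against the first (x axis), in the peak caller's own unit on log scales, for the wild-type, wico and star lists. Each point is a peak and the line marks equal values; the rank correlation was 0.77 in wico, 0.67 in the wild type and 0.56 in star.

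Wild-type peaks were found in the wico list more often than in the star list. Of the 3134 wild-type peaks, 2183 were overlapped by a wico peak, a share of 69.7% (95% interval 68.0 to 71.3%). A star peak overlapped 1123 of them, a share of 35.8% (34.2 to 37.5%). The difference between the shares was 33.8 percentage points. The lengths of the lists moved this value most. When the wico list was reduced to its 2216 strongest peaks, the number in the star list, wico overlapped 51.9% of wild-type peaks and the difference fell to 16.1 points. This reduction was chosen after seeing the data. Both shares were far above those of unrelated positions. On the 7 long scaffolds, 71.5% of wild-type peaks were overlapped by wico, against a mean of 0.362% and a maximum of 0.782% over 1000 random placements of the wico peaks (one-sided permutation p = 0.001, the smallest the placements can give). For star the observed share was 35.4%, against a mean of 0.173% and a maximum of 0.558% (one-sided permutation p = 0.001). Overlapping peaks had summits close together, with a median distance of 19 bp between the wild type and wico and of 19 bp between the wild type and star. Of these summit pairs, 92.9% and 93.1% lay within 100 bp of each other. Measured between peak centres, the median distances were larger, at 30.0 bp for wico and 36.0 bp for star, with 85.5% and 83.1% of pairs within 100 bp.

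The wild-type peaks fell into 4 sharing classes. Peaks overlapped in both chimeras numbered 941, or 30.0% of the list (28.4 to 31.7%). A further 1242 peaks, or 39.6% (37.9 to 41.4%), were overlapped in wico alone, and 182 peaks, or 5.81% (5.01 to 6.68%), in star alone. The remaining 769 peaks, or 24.5% (23.0 to 26.1%), were overlapped in neither chimera. The classes differed in their rank inside the wild-type list. The median percentile was 76.4 for peaks found in both chimeras (95% interval 73.5 to 78.7), 52.2 for those in wico alone (49.6 to 54.3), 35.0 for those in star alone (30.4 to 41.4) and 20.1 for those in neither (17.5 to 22.0). Ranking by either replicate column alone left these medians in the same order.

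Overlap with each chimera fell from the strongest to the weakest wild-type peaks. Among the strongest 10% of wild-type peaks, wico overlapped 307 of 314, or 97.8% (95.5 to 99.1%), and star overlapped 253 of 314, or 80.6% (75.8 to 84.8%). Among the weakest 10%, wico overlapped 61 of 313 peaks, or 19.5% (15.3 to 24.3%), and star overlapped 27 of 313, or 8.63% (5.76 to 12.3%). The star share was below the wico share in each of the 10 rank groups.

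**Figure D2:**
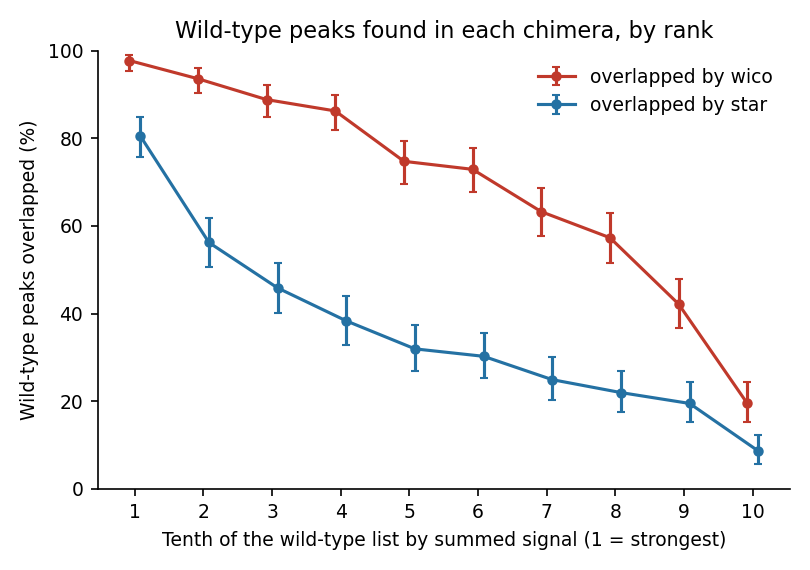
Share of wild-type peaks overlapped by at least 1 bp by a wico or a star peak (y axis, percent) in 10 equal groups of the wild-type list ordered by summed signal (x axis, 1 is strongest); bars are exact 95% binomial intervals for counting error. The wico share fell from 97.8% to 19.5% and the star share from 80.6% to 8.63%, and the star share was the lower one in each group.

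The chimera lists also held peaks that the wild-type list did not. In wico, 2090 of 4276 peaks, or 48.9% (47.4 to 50.4%), had no wild-type overlap, and in star 1091 of 2216 peaks, or 49.2% (47.1 to 51.3%), had none. The similarity of the 2 shares depended on how the lists were shortened. With the upper 50% of each list, the shares stayed similar, at 42.8% in wico and 44.5% in star. With all 3 lists at 2216 peaks, 32.3% of wico peaks and 56.3% of star peaks had no wild-type overlap. In that setting the star list stayed whole and the other lists kept only their strongest peaks. Among the strongest 10% of each chimera list, 94.2% of wico peaks (91.5 to 96.2%) and 85.1% of star peaks (79.8 to 89.5%) were overlapped by a wild-type peak.

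The 2 chimeras, which keep PhDEF in complementary layers, were compared with each other. Of the 2216 star peaks, 1190 were overlapped by a wico peak, a share of 53.7% (51.6 to 55.8%). On the 7 long scaffolds this share was 57.5%, against a mean of 0.335% and a maximum of 0.786% over 1000 random placements (one-sided permutation p = 0.001). With the wico list reduced to the length of the star list the share over all scaffolds was 40.7%. Overlapping star and wico peaks had summits a median of 20 bp apart and centres a median of 29.5 bp apart. When the 3 lists were merged, they formed 6063 regions. Of these, 940 regions were present in all 3 lists, 1240 in the wild type and wico, 182 in the wild type and star, and 248 in wico and star without the wild type. Regions held by 1 list numbered 769 for the wild type, 1842 for wico and 842 for star.

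**Figure D3:**
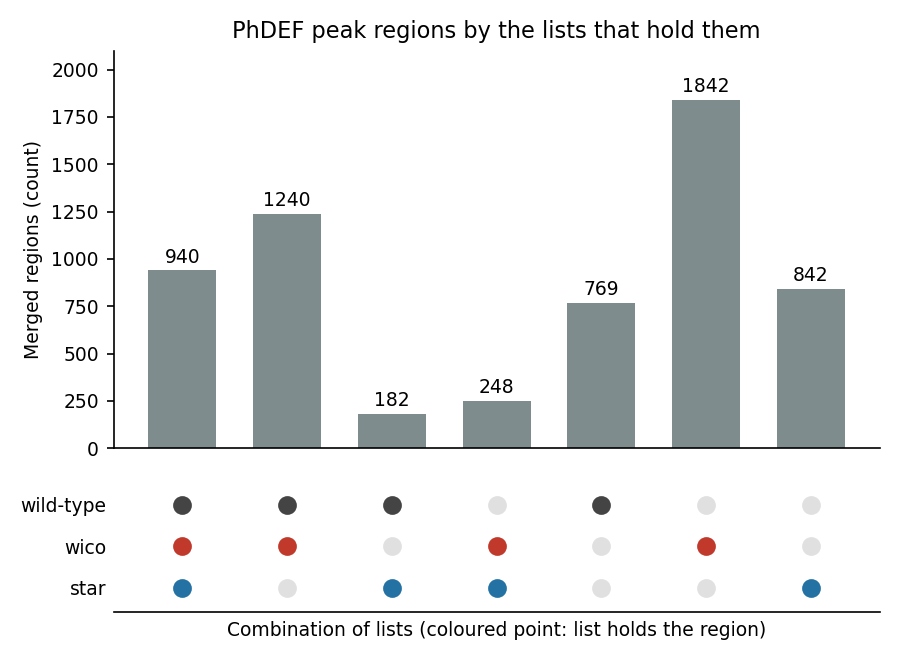
Number of merged peak regions (y axis) for each combination of the 3 lists, with coloured points under a bar marking the lists that hold the region. The largest classes are the 1842 regions of wico alone and the 1240 regions of the wild type and wico, and the smallest are the 182 regions of the wild type and star.

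The 3 strongest peaks of each list overlapped the 3 strongest peaks of the other lists. They lay at the start of scaffolds outside the 7 long ones, at positions 2 to 275 of HiC_scaffold_45804, 2 to 266 of HiC_scaffold_48926 and 4 to 339 of HiC_scaffold_34455 in the wild-type list. Their summed signals there were 78.8, 78.2 and 62.0, whereas the median of the list was 10.2. The strongest wild-type peak overlapped in wico alone was at positions 2785177 to 2785709 of HiC_scaffold_5. It ranked 23 of 3134 with replicate signals of 11.6 and 15.5, and the nearest star peak was 14897 bp away. The strongest one overlapped in star alone was at positions 15512 to 15888 of HiC_scaffold_3760. It ranked 135 with replicate signals of 7.72 and 11.4, and the nearest wico peak was 5659 bp away. The strongest wild-type peak overlapped in neither chimera was at positions 672 to 1355 of HiC_scaffold_3189, with rank 37 and replicate signals of 10.3 and 14.5.

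The strongest wico peak without overlap in the other lists was at positions 51246766 to 51247505 of HiC_scaffold_5. It ranked 109 of 4276 with replicate signals of 14.6 and 10.0, and the nearest wild-type peak was 6472 bp away. The strongest star peak of this kind was at positions 22607 to 23285 of HiC_scaffold_3357. It ranked 20 of 2216, but its replicate signals were 15.2 and 7.24, and by the second replicate column alone its percentile was 84.5 in place of 99.1. The sharing classes of the 14 named peaks did not change under any of the 3 other definitions of overlap.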

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

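The reductions to the 7 long scaffolds and of the wico list alone, the joining of pieces, the displacement by 5 to 50 kb, the use of peak centres for distances and the rankings by 1 replicate column were chosen after seeing the data. The wico-minus-star difference in the share of wild-type peaks overlapped stayed positive in each of the 9 alternatives, between 16.1 and 38.7 points. It was 29.6 points with centres at most 100 bp apart, 38.7 with the upper 50% of each list, 24.0 with lists of equal length, 36.1 on the 7 long scaffolds and 16.1 with the wico list alone reduced. The shares themselves moved more than their counting intervals in many settings.

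With reciprocal overlap of at least 50%, wico overlapped 66.4% and star 33.0% of wild-type peaks, 27.7% were overlapped by neither, wico overlapped 50.1% of star peaks, and 51.3% of wico and 53.3% of star peaks had no wild-type overlap. With centres at most 100 bp apart, these 6 shares were 59.4%, 29.8%, 33.9%, 46.1%, 56.4% and 57.9% in the same order. With the upper 50% of each list they were 77.9%, 39.3%, 16.5%, 57.8%, 42.8% and 44.5%. With lists of equal length they were 67.6%, 43.7%, 22.7%, 40.7%, 32.3% and 56.3%. With the wico list alone reduced, wico overlapped 51.9% of wild-type peaks and 40.7% of star peaks, neither chimera overlapped 37.1% of wild-type peaks, and 26.6% of wico peaks had no wild-type overlap. On the 7 long scaffolds, wico overlapped 71.5% of wild-type and 57.5% of star peaks, and 46.6% of star peaks had no wild-type overlap. With the wico list alone reduced, fewer wico peaks are available by construction to overlap the unchanged lists. The cause of the other shifts was not tested. Allowing gaps of at most 500 bp, merging close peaks and joining pieces moved none of these shares beyond its interval.

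A global IDR of at most 0.02 left 1771 wild-type, 2760 wico and 1202 star peaks. Merging close peaks left 3118, 4260 and 2199 peaks in the same order, and joining pieces left 3088, 4242 and 2169. The median percentile of wild-type peaks overlapped by neither chimera was 22.0 with reciprocal overlap, and it ranged from 21.9 to 25.4 when peaks were ranked by 1 replicate column alone. For peaks overlapped by star alone that range was 35.1 to 41.8. The order of the 4 classes held in these rankings and in the ranking by IDR. The replicate correlations in the upper 50% of the lists were 0.43 in the wild type, 0.57 in wico and 0.31 in star, where the range of signals is narrower by construction. Random placement, circular shifts and displacement by 5 to 50 kb all gave overlaps far below the observed ones. Displacement gave the highest mean, 0.792% of wild-type peaks overlapped by wico.

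No paired analysis was possible because each listed peak combines both replicates and the replicate columns carry no replicate numbers. For the same reason the overlap results could not be recomputed without 1 replicate. Alternatives on genes and on CArG boxes that had been intended were not run, since no genome was used here. The unknown depth limits what absence from a list can show, since a site under the authors' threshold and an unbound site look alike.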

Other observations

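The tests of replicate agreement, of peaks near the threshold, of scaffolds outside the 7 long ones and of common cutting regions, the odds ratio in 100 rank groups and the odds ratios by single rank group and without the strongest one, were chosen only after the result they bear on was seen. The reduction of the wico list alone and the displacement by 5 to 50 kb were also chosen after seeing the data, though before their own values were computed. The tests within the 10 rank groups were written down before their values were computed.

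The wico list was longer than the wild-type list, although PhDEF is missing from the wico mesophyll. Peaks without wild-type overlap were rare at the top of the wico list. Among its strongest 10%, 25 of 428 peaks, or 5.84% (95% interval 3.82 to 8.50%), had no wild-type overlap, against 48.9% of the whole list and 91.6% of the weakest 10%. This is consistent with additional wico peaks lying near the reporting threshold. The pattern is not particular to wico, since 42 of 221 peaks in the weakest 10% of the star list had a wild-type overlap, and 61 of 313 in the weakest 10% of the wild-type list had a wico overlap. Whether the effective threshold was lower in wico stays open. Replicate agreement is a candidate explanation for the length, because the IDR filter admits more peaks when replicates agree better. All 3 lists had the same place by replicate correlation as by length, but with 1 list per genotype this cannot be told apart from an effect of the genotype. The correlations also run only over peaks that had passed the filter, so they are not independent of list length. A larger yield of sites in wico petals was not tested.

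The star list held fewer wild-type peaks than the wico list did. How much of this its shorter length accounts for is not settled. Reduced to the same number of its strongest peaks, wico still overlapped 51.9% of wild-type peaks (50.2 to 53.7%), above the 35.8% of star (34.2 to 37.5%). That cut keeps the wico peaks most often shared with the wild type, whereas the star list stayed whole. Over the whole lists, 51.1% of wico peaks and 50.8% of star peaks had a wild-type overlap. The wild-type peaks that star lacked were not only weak ones, because star overlapped 80.6% of the strongest 10% and wico 97.8%. The intervals of these shares cover counting error only. In the weakest 10% the star share fell to 8.63% and the wico share to 19.5%, so loss of weak peaks as a part of the cause is not excluded. Lower replicate agreement in the star libraries, a lower enrichment, and a smaller contribution of mesophyll chromatin to the wild-type signal all stay open.

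A simple hypothesis for layer-specific binding is that wild-type sites divide into those held by wico and those held by star. It predicts that overlap with one chimera makes overlap with the other less frequent among wild-type peaks of similar rank. The opposite was found. The odds ratio between the overlaps was 3.20 over all wild-type peaks and 1.45 within the 10 rank groups. It measures association, not how many sites a single chimera holds, and the 769 peaks overlapped in neither chimera raise it. Of the other wild-type peaks, 941 were overlapped in both chimeras, 1242 in wico alone and 182 in star alone. A full division of the sites between the chimeras is thus argued against, but the number of layer-specific sites stays open. Rank in the wild-type list alone may not explain the association. The largest odds ratio in 1000 reshufflings of the star overlaps within rank groups was 1.44, just below the observed value. The odds ratio was uneven between the groups. It lay above 1 in 8 of the 10 and ranged from 0.88 to 11.21, the largest being that of the strongest 10%, where only 7 of 314 peaks lacked a wico overlap. Without that group the common odds ratio was 1.40, and the largest of 1000 reshufflings was 1.35 (one-sided permutation p = 0.001, the smallest they can give). In 100 rank groups the odds ratio was 1.42 and 1 of 1000 reshufflings was as large (one-sided permutation p = 0.002). The rank is itself a noisy measure of site strength, so that a dependence on true strength stays open, as does any property of a site that helps or hinders its detection in all libraries. Peaks are not independent replicates, and these tests describe the lists.

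Sites found in both chimeras but not in the wild type give a view of how complete the wild-type list is. Of the 1188 wico peaks that star also overlapped, 940, or 79.1% (76.7 to 81.4%), were in the wild-type list. Of the 1123 wild-type peaks that star overlapped, 83.8% (81.5 to 85.9%) were in wico, whereas of the 2183 that wico overlapped, 43.1% (41.0 to 45.2%) were in star. Coincidence is argued against for the sites missing from the wild type. On the 7 long scaffolds, star overlapped 11.8% of the 1769 wico peaks without wild-type overlap, against a mean of 0.258% and a maximum of 0.678% over 1000 displacements by 5 to 50 kb. A candidate explanation is that the wild-type list misses sites that fall under its threshold, in which case absence from a list would be weak evidence for absence of binding. Artefact regions common to wico and star would give the same values and were not tested.

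The 3 strongest peaks of each list began within the first 10 bp of scaffolds outside the 7 long ones and overlapped one another in all 3 genotypes. In the top 1% of the wild-type list, 10 of 31 peaks, or 32.3% (16.7 to 51.4%), lay outside the 7 long scaffolds, against 14.3% of the whole list, and all 10 were overlapped in both chimeras. In wico the values were 28.6% (15.7 to 44.6%) against 13.7%, and in star 36.4% (17.2 to 59.3%) against 19.6%, where the interval includes the value of the whole list. Of these peaks, 11 of 12 in wico were overlapped by both other lists, but in star 6 of 8 were, and 2 were overlapped by neither. Such peaks could come from sequence that yields signal whatever the genotype, but the 2 star peaks go against this for all of them. The peaks are too few in star to decide, and of the 21 peaks in the top 1% of the wild-type list on the long scaffolds 20 were also overlapped in both chimeras, so presence in all lists does not set the other scaffolds apart. Star peaks overlapped by neither other list lay outside the long scaffolds in 26.4% of cases (23.4 to 29.5%), and star peaks overlapped by both in 13.4% (11.3 to 15.7%). The share was 25.5% (19.4 to 32.5%) for star peaks overlapped by the wild type alone and 16.1% (11.7 to 21.2%) for those overlapped by wico alone. In the wild-type list, too, the share was higher without wico overlap, at 25.3% (19.1 to 32.2%) for peaks in star alone and 18.2% (15.5 to 21.1%) for those in neither, than with it, at 13.4% (11.3 to 15.7%) for both and 10.9% (9.2 to 12.7%) for wico alone. Some of these intervals meet in each list, and the cause was not tested.

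Some rows of the lists are pieces of a single peak. They carry identical values in all value columns and are separated by a gap. There were 38 such peaks in the wild-type list, 33 in wico and 40 in star, and joining them gave 3088, 4242 and 2169 peaks. The 127 gaps were between 176 and 668 bp long, with a median of 219 bp, and 0 peaks of any list reached into one. Of the 46 gaps in the wild-type list, 16 met a gap in another list, and all 16 had the same start and end there, but only 3 gaps were found in both other lists. The other 30 met no gap elsewhere. Identical edges and the lack of peaks of any list in the gaps are consistent with cutting by one common set of regions, possibly those of the input removal that the list names state, but only the 3 gaps show it directly in all 3 lists. In 65 wild-type, 57 wico and 57 star rows the deposited summit lies outside the listed interval, so the summits of cut peaks need care in any motif search.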
